A study of Mus musculus with 216 samples.

How the data were processed

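RNA was measured by sequencing in 6 tissues of male mice of the C57B6/J-NIA strain: adrenal gland, heart, hypothalamus, kidney, lung and skeletal muscle. Per the labels, mice were young (6 months), aged (18 months) or old (27 months), tissues were taken every 4 h over 12 circadian times (18 to 62), and each of the 216 libraries pools RNA from 2 samples. Per the labels' protocols, tissue was homogenised in Trizol and libraries were made with an Illumina poly(A) kit. The aligner, the counting program, the genome build and the use of strand are not given in the sources used here. Counts of genes that share sequence with a copy, overlap another gene or run antisense to one are therefore uncertain.

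The deposited table holds whole-number counts for 55376 gene names in the 216 libraries, made by the authors and not normalised. Of these names 11744 had no count in any library, and 4 lines shared 2 names and were kept apart. A second deposited table holds CPM (the count divided by the library total in M, mega) by the authors. It equalled each count divided by the library total to within 4.98e-06, so only counts were tested and CPM was used to describe levels. Column names matched the labels of 1 library each. No line lacked a gene name. Within each tissue the counts of all 630 pairs of libraries were compared by chi-square over genes with a mean count of at least 20. The lowest chi-square per degree of freedom was 3.38, so no pair lay within sampling noise and each library counted as 1 sample.

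Groups were tissue by age, with 12 libraries each, 1 per circadian time. There is no second library at the same tissue, age and time, so the spread was estimated around a fitted 24 h cosine. Each tissue was fitted by itself (36 libraries) in edgeR 4.0.16 under R 4.3.3, with filterByExpr by age (minimum count 10), TMM factors, estimateDisp, robust glmQLFit and glmQLFTest. The model had a mean, a cosine and a sine of circadian time for each age. Tests were of the cosine and sine of an age (rhythm), of the difference in mean between 2 ages, of the difference in cosine and sine between 2 ages (rhythm difference), and of the average cosine and sine over the 3 ages (pooled rhythm). All these tests are two-sided. P-values were adjusted by Benjamini and Hochberg over the genes tested in a tissue, with a threshold of 0.05. Standard errors of log2 fold changes are the change divided by the square root of F. The test of differences between tissues fitted all 216 libraries, with tissue by age means and tissue-specific cosine and sine, and had 5 degrees of freedom.

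Amplitudes and peak times (acrophases, hours) came from least squares on log2 CPM with a prior count of 2. Genes were those with a pooled rhythm, or the clock list. The statistics were the median over genes of the log2 amplitude ratio and of the acrophase difference, wrapped to 12 h either way. Each gene was centred on each age's mean, and the 2 ages were then exchanged within time points in all 4096 ways (exact permutation test, two-sided), with adjustment over the 18 combinations of tissue and contrast. Single cycles of adrenal, with 6 times, were tested the same way in 64 exchanges without adjustment. Counts of genes changed alike across tissues were set against 10000 shuffles of the signed calls over the genes tested in all 6 tissues. Tissues may come from the same mice, which the shuffle does not model. The clock time of each library was estimated by matching the clock genes to cosine curves fitted to the other libraries of that tissue, in steps of 0.25 h; for adrenal the curves used only young and old libraries.

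The gene lists (clock, sex, tissue and age), the groups, tests, other settings to be tried and the rule for naming genes were fixed before the data were examined. Beyond these lists, the text names per tissue the 2 genes with the largest rise and the 2 with the largest fall from young to old, among those past the threshold with a mean CPM of at least 1 and the same sign at all 12 times. It also names per tissue the 2 genes with the smallest p for a rhythm difference between old and young if past the threshold, and the 10 genes changed alike in most tissues, ordered by median change. The lists of white adipose and fast skeletal muscle genes were written at the same stage and serve as covariates and descriptions in adrenal.

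Other settings, planned at the same stage, were median-of-ratios factors, no filter on low counts, DESeq2 1.42.0 (likelihood ratio test for rhythm, Wald test for means), a linear trend over time, each age fitted by itself, time point as a block, a minimum change of 1.5-fold, a prior count of 0.5, a pooled adjusted p under 0.001, a mean CPM of at least 10 or 1, amplitude projected on the pooled phase, an adjusted p under 0.01 and omission of each clock gene. Chosen after the data were seen were equal depth (the 3 libraries of a time point thinned to the lowest total), removal of genes at under 2% of their level in another tissue, removal of the trend over GC content and length, fat and muscle marker levels as adrenal covariates, omission of each circadian time, omission of 3 hypothalamic times, and age and time as a block in the test of differences between tissues. GC content and length came from GENCODE M21 on GRCm38, matched by symbol for 99.2% to 99.4% of tested genes, in 10 GC bins by 5 length bins. Neighbouring genes were taken from a RefSeq table of GRCm38. As the build used by the authors is not stated, no coordinates are given.

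For each contrast the 2 ages compared were also exchanged at random within time points, with the third age kept in place. For the 3 counts of rhythm differences above 0 this was repeated with each age's fitted mean held as an offset, since exchanged mean levels can otherwise appear as rhythms. In each tissue 100 such splits, the real one included, were fitted again, and 50 were used for differences between tissues, on 1000 sampled genes, with the ages exchanged in all tissues together because libraries of 1 age and time may share mice. Exchanging all 3 ages was tried first and set aside, because the other splits then held the effect of the third age. The share of a source tissue in another, a relative level, was the median over the source's 3 list genes of CPM divided by mean CPM in the source.

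Tests were run on counts simulated with the real means, totals and spread. Of 200 genes with a log2 change of 1 between young and old, edgeR recovered 83% in adrenal (17991 tested) to 95% in heart (14805). Of 200 genes with a rhythm of log2 amplitude 1 in young, it recovered 76.5% in adrenal to 97.5% in heart. For 100 genes losing such a rhythm in old this was 55% and 86%. In a separate simulation of 200 genes with no change, 5 of 100 runs gave a p under 0.05 for amplitude and 8 for phase.

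Total counts per library ran from 1.83 M to 34.5 M. At 18.4 M, the median, a gene with 1 CPM has about 18 counts, so changes in low genes are imprecise. Floors for genes with no counts use 3 counts over the group and, like all counting errors, cover counting error only. Calculations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.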

Results

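The study asked how the daily rhythm of gene expression differs between ages in adrenal gland, heart, hypothalamus, kidney, lung and skeletal muscle of male mice. Poly(A) RNA was sequenced from young (6 months), aged (18 months) and old (27 months) mice at 12 circadian times, 18 to 62 in steps of 4 h, which cover 2 cycles. Each of the 18 groups of 1 tissue and 1 age held 12 libraries, 1 per time, and each library pooled 2 samples. Values are counts per gene and CPM, the count divided by the library total in M (mega, the SI prefix). Means are given with the SD over the 12 libraries of a group, and fold changes as log2 with their standard error.

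Total counts ran from 1.83 M to 34.5 M per library, with a median of 18.4 M. By median, old libraries were much shallower than young and aged ones in 4 tissues. The median total of old libraries was 6.38 M in hypothalamus, 11.8 M in kidney, 9.24 M in lung and 8.62 M in muscle. The young medians there were 26.8, 22.6, 23.5 and 18.9 M, and the aged medians 26.5, 22.1, 29.6 and 18.2 M. In adrenal the young, aged and old medians were 18.8, 18.2 and 18.4 M, and in heart 11.4, 13.6 and 14.6 M. All of the 15 shallowest libraries were old.

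**Figure D1:**
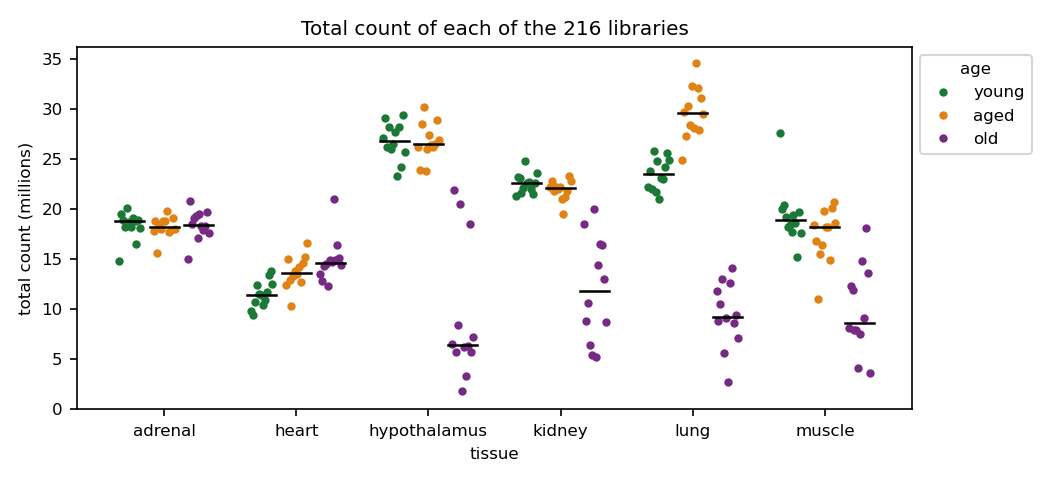
Total count in M of each library (points) by tissue and age, with a bar at each group's median (12 libraries per group). The old medians of hypothalamus (6.38 M), kidney (11.8), lung (9.24) and muscle (8.62) lie below the young medians (26.8, 22.6, 23.5 and 18.9).

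The identity of the libraries was examined with genes fixed beforehand. The 4 Y-linked genes summed to at least 90.5 CPM in every library, and Xist reached at most 3.15 CPM. The lowest level in its own tissue lay above the highest level in any other tissue for all 3 genes of the adrenal, kidney, lung and muscle lists, and for Myh6 of the heart list and Avp and Pmch of the hypothalamus list. Exceptions were Nppa (lowest in heart 74.4, highest elsewhere 556 CPM), Myl7 (0.13 and 253 CPM) and Agrp (2.28 and 12.3 CPM). Genes of other tissues were measurable in some groups: Sftpc reached 519 CPM outside lung, Myh4 6683 CPM outside muscle and Slc34a1 72.55 CPM outside kidney. The young adrenal library at 54 had 123 CPM of Cyp11b1, 71.6 of Cyp11a1 and 132 of Star, where the medians over the 36 adrenal libraries were 1932, 1650 and 3342 CPM, and it had 1414 CPM of Adipoq.

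The first comparison asked which genes cycled with a 24 h period at each age. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, heart had 1640 rhythmic genes in young, 694 in aged and 820 in old. Kidney had 1362, 1106 and 780, lung 207, 142 and 161, muscle 200, 438 and 672, and hypothalamus 26, 12 and 96. Adrenal had 182, 0 and 6, with 4352, 910 and 1461 genes at an unadjusted p under 0.05, where DESeq2 gave 1770, 0 and 69. These counts do not by themselves show that rhythms differed between ages, which was tested separately. The alternative that moved a count most was the omission of the filter on low counts, which gave 2161 rhythmic genes in aged muscle. Leaving out 1 circadian time also moved many counts by over 1.5 times. Young adrenal ran from 0 (without 22, 30, 42, 58 or 62) to 621 (without 50), aged hypothalamus from 4 (without 54) to 332 (without 46), old kidney from 428 (without 54) to 1948 (without 18), old lung from 49 (without 38) to 635 (without 50), and aged muscle from 193 (without 26) to 1820 (without 54). Averaged over the 3 ages, a pooled rhythm was called for 4418 genes in kidney, 4095 in heart, 1578 in lung, 1211 in muscle, 402 in hypothalamus and 199 in adrenal.

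Of the 17 clock genes on the list, all were rhythmic in young, aged and old heart and in young and aged kidney (16 in old kidney), over all genes tested. Lung had 15, 13 and 12 in young, aged and old, and muscle 14, 14 and 15. Hypothalamus had 2, 2 and 3, and adrenal 9, 0 and 0. Adjusted over the list alone the counts were 17 at each age in heart and kidney, 17, 15 and 16 in lung, 14, 15 and 16 in muscle, 10, 9 and 6 in hypothalamus, and 17, 0 and 17 in adrenal. In heart, Dbp had a log2 amplitude of 2.06 in young, 2.15 in aged and 1.79 in old, with peaks at 10.9, 9.80 and 10.2 h. In adrenal its amplitude was 1.65, 0.84 and 1.91, with peaks at 9.59, 12.4 and 9.52 h, and its rhythm p adjusted over the list alone was 0.00293, 0.396 and 0.00410. Arntl peaked in heart at 0.32 h in young, 23.1 h in aged and 0.75 h in old, with amplitudes of 2.26, 2.23 and 1.76.

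**Figure D2:**
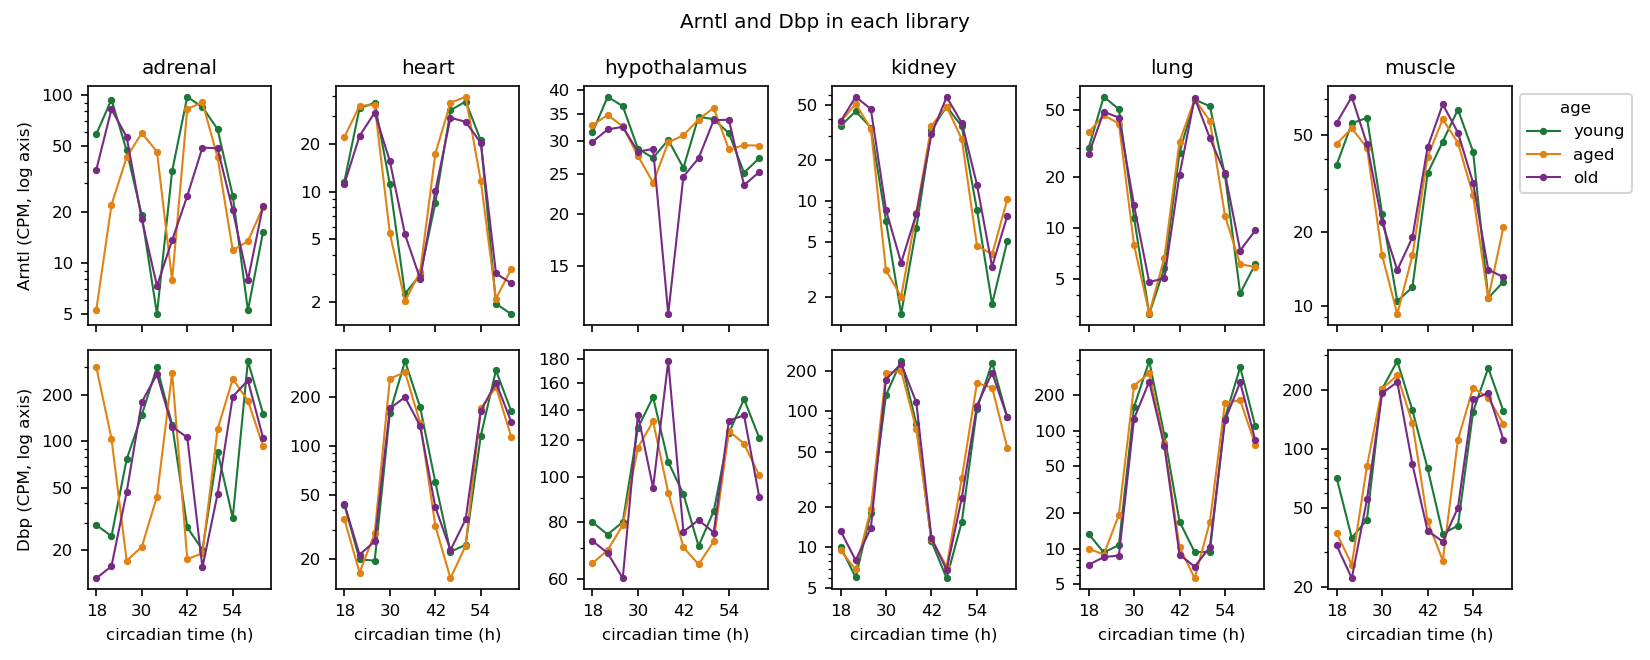
Level of Arntl (upper panels) and Dbp (lower panels) in CPM on a log axis against circadian time in hours, 1 point per library, for 6 tissues and 3 ages. In heart Dbp peaks at 10.9 h in young and 10.2 h in old, while in the adrenal libraries labelled aged its fitted amplitude is 0.84 against 1.65 in young.

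The clock time of each library, estimated from the clock genes, was set against its label. The SD of the difference was 0.87 h in heart, 0.89 h in kidney, 1.06 h in lung, 1.82 h in muscle, 3.14 h in hypothalamus and 1.39 h in young and old adrenal. In the adrenal libraries labelled aged at 18, 22, 26, 30, 34 and 38, the estimate differed from the label by -7.25, -7.50, -7.25, -7.00, -8.25 and -4.75 h, while at 42 to 62 it lay between 0.50 and 2.5 h. Fitted for the first cycle alone, the clock genes of these libraries peaked a median of 7.64 h later than in young, with 17 of 17 genes later (exact permutation test, two-sided, 6 times, p = 0.0312, the smallest that 64 exchanges can give). In the second cycle the shift was -1.96 h, with 0 of 17 genes later (p = 0.0938, same exact test). Apart from these, the estimate was over 3 h from the label in old adrenal 42 (-3.50 h), young adrenal 54 (-3.50 h), old muscle 62 (-9.00 h) and 8 hypothalamic libraries, which were old 18 (7.25 h), 26 (-3.25 h), 34 (4.50 h), 46 (-5.50 h) and 50 (-8.25 h), aged 26 (-5.25 h) and 46 (-4.00 h), and young 38 (-7.50 h).

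**Figure D3:**
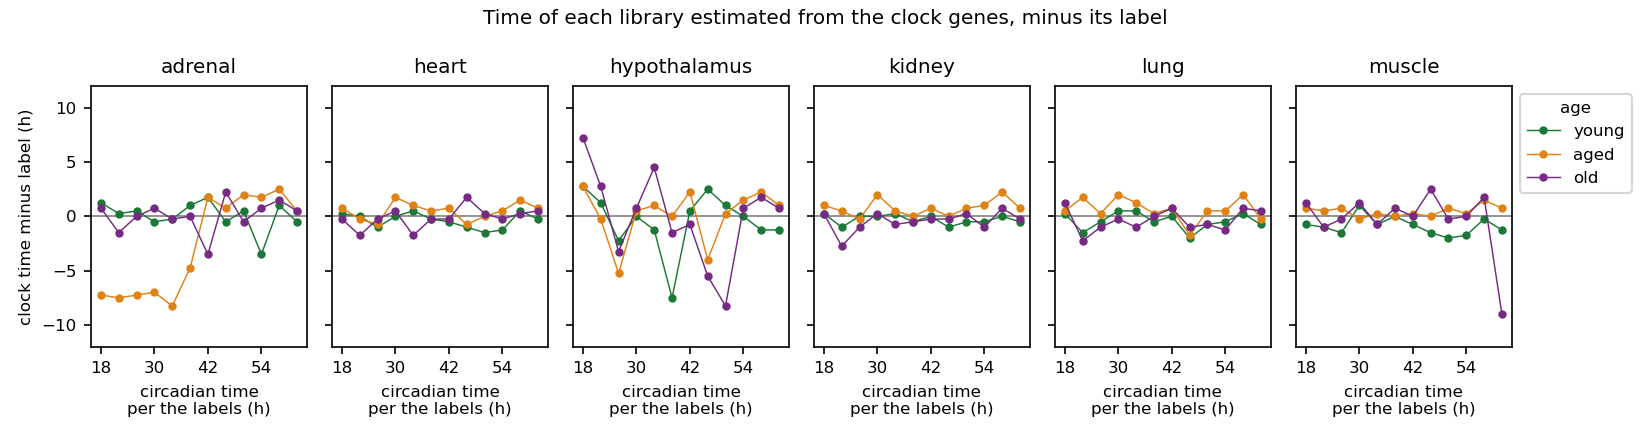
Clock time estimated from the clock genes minus the labelled time, in hours, against the labelled circadian time, 1 point per library, for 6 tissues and 3 ages. The 6 aged adrenal libraries of the first cycle lie between -8.25 and -4.75 h and old muscle at 62 lies at -9.00 h.

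Whether the rhythm itself differed between ages was tested gene by gene. Between old and young, edgeR called 23 genes in hypothalamus and 0 in each of the other 5 tissues. At an unadjusted p under 0.05 the numbers were 3566 in adrenal, 935 in heart, 1793 in hypothalamus, 935 in kidney, 900 in lung and 1298 in muscle, and DESeq2 called 374, 0, 144, 0, 2 and 15. Between aged and young, edgeR and DESeq2 called 0 in all 6 tissues, with 76 (lung) to 1061 (heart) genes at an unadjusted p under 0.05. Between old and aged, edgeR called 1102 genes in muscle, 53 in hypothalamus and 0 in adrenal, heart, kidney and lung, where 1586, 1409, 369 and 1039 genes lay at an unadjusted p under 0.05 and DESeq2 called 19, 0, 1 and 1. Without circadian time 62 the muscle count was 0, and without 54 it was 2062. Without circadian time 26 both hypothalamic counts were 0. The alternative that moved a count most was the omission of the filter on low counts, with 1495 genes in hypothalamus for old against aged. The 2 hypothalamic genes with the smallest p for old against young were Gbx2 and D130058E05Rik (adjusted p 0.0103 for both by edgeR). Gbx2 peaked at 11.9 h in young and 22.3 h in old with log2 amplitudes of 1.82 and 1.43, and D130058E05Rik at 11.7 h and 0.26 h with amplitudes of 1.55 and 1.25. In old neither gene had a rhythm past the threshold (adjusted p 0.138 and 0.253, against 0.0323 and 0.00418 in young), so the old peak times are uncertain. Of the clock list, only Per2 in muscle for old against aged passed over all genes (adjusted p 0.0276). Adjusted over the list alone, old against young gave 4 genes in muscle, aged against young 4 in heart and 1 in muscle, and old against aged 5 in kidney and 1 each in adrenal, heart and muscle.

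The size and timing of rhythms were then compared over all genes with a pooled rhythm. In adrenal the median log2 amplitude ratio was -0.97 for aged against young (186 of 199 genes lower) and -0.52 for old against young (165 of 199 lower), each with an adjusted p of 0.0220 by the exact permutation test. Both values join 2 cycles, whose clock times differ in the libraries labelled aged (see above). Within single cycles the ratio for aged against young was -0.40 in the first (p = 0.219) and -0.34 in the second (p = 0.0625), and for old against young -0.24 (p = 0.125) and -0.72 (p = 0.0625), by the same test without adjustment. Leaving out 1 circadian time gave adjusted p from 0.0176 to 0.105 and from 0.0176 to 0.167 for these ratios. In the other 5 tissues no ratio passed, and the ratios for old against young were -0.23 in heart, 0.080 in hypothalamus, 0.060 in kidney, 0.032 in lung and 0.17 in muscle. The alternative that moved a ratio most was the omission of circadian time 22 in hypothalamus, old against aged (0.31 from 0.037). Peak times of kidney genes were earlier in aged than in young by a median of -1.10 h, with 1234 of 4418 genes later (adjusted p 0.0440), and the adjusted p ran from 0.0264 to 0.105 when 1 circadian time was left out. No other phase shift of the rhythmic genes passed. The phase shift that moved most was that of adrenal, old against aged, at -1.90 h, which was -0.94 h without circadian time 18.

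Over the clock genes, phase shifted in kidney by -0.83 h for aged against young (0 of 17 genes later, adjusted p 0.0308) and by 0.99 h for old against aged (16 of 17 later, adjusted p 0.00879), by the same exact permutation test. Without circadian time 50 the former was -0.69 h with an adjusted p of 0.0967. Old and young kidney differed by 0.15 h (adjusted p 0.488). Shifts for aged against young were -0.81 h in heart (adjusted p 0.0628), -0.65 h in lung (0.0549) and -1.17 h in muscle (0.0628), and muscle shifted by -1.05 h for old against young (0.0549), none of which passed the threshold. No clock amplitude ratio passed. The lowest adjusted p was 0.0615 for lung, old against young, at -0.27 with 15 of 17 genes lower, and adrenal, aged against young, had -1.09 with 17 of 17 lower (0.163). Within single cycles this adrenal ratio was 0.10 in the first and -0.039 in the second (p = 0.875 each, exact test with 64 exchanges), so the ratio over both cycles, which joins 2 cycles with different clock times in the libraries labelled aged, cannot be read as a lower amplitude in each cycle. The values that moved most were in adrenal, where the ratio for old against aged fell from 1.0 to 0.63 and the phase shift for aged against young rose from 3.0 to 4.89 h, each without circadian time 54.

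Changes in mean level over the day were the next comparison. Between young and old, edgeR called 10963 of 17184 genes in kidney (5675 higher and 5288 lower in old), 10064 of 18334 in lung (4799 and 5265), 9366 of 18808 in hypothalamus (4358 and 5008), 7098 of 14805 in heart (3659 and 3439), 5904 of 14542 in muscle (2747 and 3157) and 5258 of 17991 in adrenal (2755 and 2503). Of these, 4401, 2833, 1734, 1245, 1241 and 554 had 1 sign at all 12 times. A minimum change of 1.5-fold moved these counts most, to 3690 in kidney. Between young and aged the counts were 3993 in kidney, 2926 in heart, 846 in lung, 706 in adrenal, 687 in muscle and 197 in hypothalamus. Between aged and old they were 9098, 3003, 8987, 419, 4922 and 8179 in the same order. In adrenal, old against aged gave 0 genes by edgeR without circadian time 26 or 62 and 1027 without 30, and aged against young gave 261 without 42 and 1546 without 54. For lung, aged against young gave 643 higher and 203 lower genes, and 734 higher and 387 lower once the trend over GC content and length was removed. In hypothalamus, kidney, lung and muscle, where old libraries were shallowest, old against young gave 7699, 9998, 8489 and 5079 genes once the 3 libraries of each time were thinned to equal depth.

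**Figure D4:**
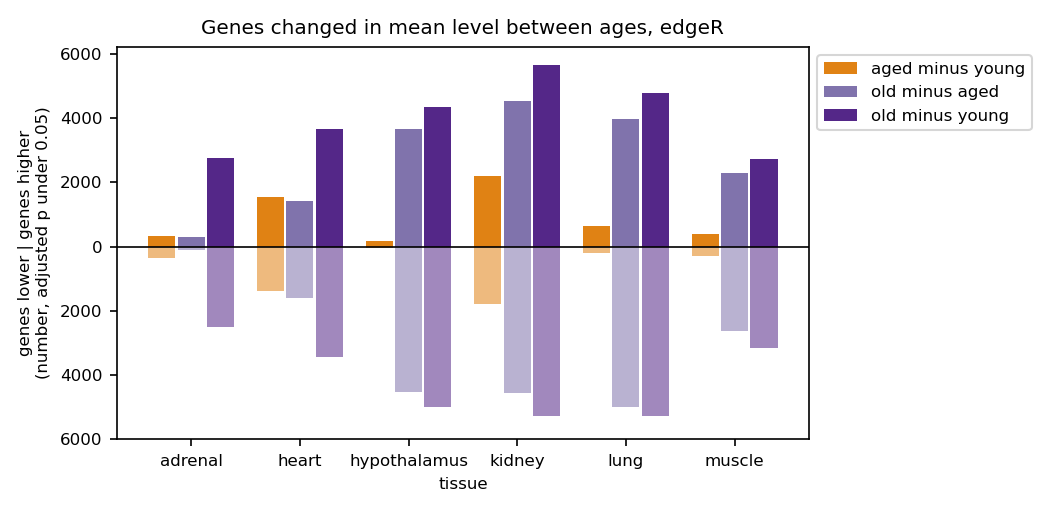
Number of genes changed in mean level (adjusted p under 0.05, edgeR) in each tissue for aged minus young, old minus aged and old minus young, with genes higher at the older age above 0 and genes lower below 0 in paler colour. Kidney shows 5675 higher and 5288 lower genes for old minus young, and adrenal 2755 and 2503.

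Across the 2 cycles, which hold different libraries, old minus young log2 changes correlated across genes with a Spearman rho of 0.870 in kidney, 0.824 in lung, 0.811 in muscle, 0.800 in heart, 0.774 in hypothalamus and 0.528 in adrenal. For aged minus young, rho was 0.617 in kidney, 0.597 in heart, 0.431 in adrenal, 0.396 in muscle, 0.258 in hypothalamus and 0.252 in lung. Genes are not independent replicates, so these are descriptions. A mean CPM of at least 10 moved a value most, from 0.732 to 0.859 in hypothalamus for old minus aged.

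The rule for naming genes put Gm15446 among the largest rises in 5 tissues. In kidney Gm15446 had 0.11 ± 0.067 CPM in young, 10.1 ± 0.73 in aged and 10.6 ± 2.03 in old (SD, n = 12), a log2 change from young to old of 6.42 ± 0.16 (adjusted p 6.10e-25). Its change was 7.13 ± 0.21 in heart, 6.46 ± 0.19 in lung, 6.39 ± 0.17 in muscle and 6.24 ± 0.22 in adrenal. The other largest rises were Gm16867 in adrenal (7.49 ± 0.32), Ifi208 in heart (6.39 ± 0.28), Mmp12 and Cst7 in hypothalamus (5.51 ± 0.54 and 5.39 ± 0.34), Igkv6-20 in kidney (5.83 ± 0.60), Nppb in lung (5.70 ± 0.96) and Krt18 in muscle (4.16 ± 0.34), with adjusted p from 7.74e-19 (Ifi208) to 1.62e-05 (Nppb). From young to aged these genes changed by 7.24, 5.97, 2.52, 2.53, 3.81, 4.8 and 1.56 in this order. Cst7 in hypothalamus rose from 0.16 ± 0.099 to 7.96 ± 7.35 CPM. Nppb had 314 CPM in heart, against 5.07 ± 5.65 in old lung.

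**Figure D5:**
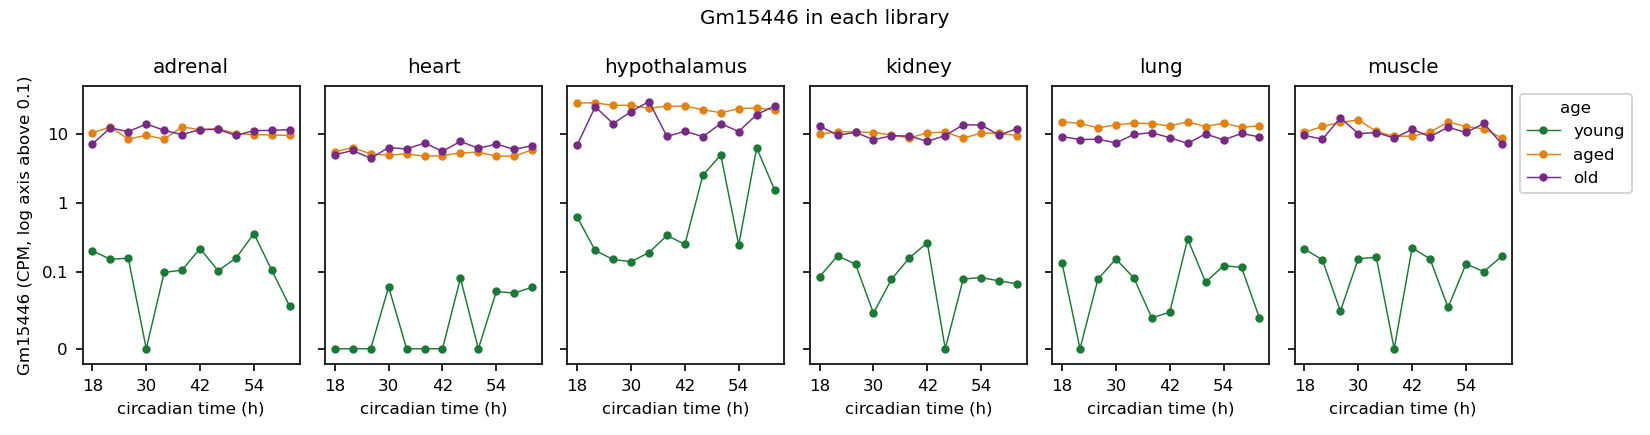
Level of Gm15446 in CPM, on an axis that is logarithmic above 0.1 and linear below, against circadian time in hours, 1 point per library, for 6 tissues and 3 ages. Kidney means are 0.11 in young, 10.1 in aged and 10.6 in old, and 3 young hypothalamic libraries (46, 50 and 58) reach 2.53, 5.01 and 6.36.

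The largest falls included genes of other tissues. In muscle Sftpa1 fell from 11.4 ± 6.42 CPM in young to 0.016 ± 0.038 in old, a log2 change of -10.59 ± 1.46 (adjusted p 8.06e-06), against 2522 CPM in lung. Sftpb had 10.45 ± 6.77 CPM in young muscle and no count in any old muscle library, at least 414-fold lower at a floor of 3 counts over the group. In hypothalamus the falls were Ugt3a2 (-8.12 ± 1.34, 1174 CPM in kidney) and Keg1 (-6.46 ± 1.03, 1310 CPM in kidney), and in adrenal Gm13703 (-5.11 ± 0.72) and Myh6 (-5.04 ± 0.55, 18760 CPM in heart). In heart they were Gm28438 (-3.66 ± 0.37) and Gm49980 (-2.79 ± 0.21), in kidney Gm42031 (-4.40 ± 0.41) and Gm28438 (-4.40 ± 0.21), and in lung Gm42031 (-5.00 ± 0.39) and C030032O16Rik (-3.97 ± 0.47), with adjusted p from 3.53e-17 (Gm28438 in kidney) to 2.74e-05 (Ugt3a2).

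The age list holds 11 genes, 10 or 11 of which were tested per tissue. Its median log2 change from young to old was 1.53 in hypothalamus, 1.36 in kidney, 1.21 in adrenal, 0.72 in lung, 0.61 in muscle and 0.16 in heart. Over all genes, 8 were higher and 1 lower in hypothalamus, 8 and 0 in kidney, 6 and 2 in adrenal, 8 and 2 in lung, 5 and 2 in muscle, and 4 and 1 in heart, and 9, 8, 9, 10, 7 and 5 passed when adjusted over the list alone. C4b passed in all 6 tissues, from 1.21 ± 0.24 in adrenal to 2.23 ± 0.25 in heart. Ighm rose most in kidney (5.05 ± 0.32), from 15.2 to 575 CPM. Col1a1 fell by 1.57 on the log2 scale in muscle (SE 0.21). Of the 4 Y-linked genes on the sex list, none was higher and 4 were lower in lung, 0 and 3 in hypothalamus, 0 and 2 in kidney, 0 and 1 in adrenal and muscle, and 3 and 0 in heart, and the numbers adjusted over the list alone were 4, 3, 2, 1, 1 and 3. The median of these 4 genes in muscle was 0.07 although its 1 call was lower. Of each tissue's own 3 marker genes, the median change was 0.71 in hypothalamus, 0.60 in muscle, 0.58 in lung, -0.14 in heart and kidney and -0.25 in adrenal, and 2, 3, 2, 3, 2 and 0 passed when adjusted over the list alone (over all genes 2, 3, 2, 2, 2 and 0). The 5 fast skeletal muscle genes were all higher in old than in young adrenal (median 3.89, 5 passed over all genes and over the list alone), and of 6 white adipose genes there 1 was higher and 1 lower (median -0.22, 2 passed over the list alone). The clock list had 0 genes changed in mean level for old against young in adrenal by edgeR, 8 in heart, 7 in hypothalamus and muscle, and 6 in kidney and lung, and 0, 8, 7, 8, 6 and 6 adjusted over the list alone.

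Whether the change with age differed between tissues was tested in 1 fit of all libraries. Of 20855 genes, 16682 (80.0%) differed between the 6 tissues in old minus young, 4386 (21%) in aged minus young and 13593 (65.2%) in old minus aged, by edgeR with Benjamini-Hochberg adjustment. Genes with a mean CPM of at least 1 in all 6 tissues moved the first count most, to 10664 of 11739. Of 12974 genes tested in all 6 tissues, 9647 changed the same way from young to old in at least 2 tissues, where shuffled calls gave a mean of 9816 (permutation p = 1). At least 4 tissues shared 2448 genes (shuffled mean 823) and all 6 shared 82 (48 higher and 34 lower, shuffled mean 4.29), each with p = 0.0001, the smallest that 10000 shuffles can give. From young to aged, 796 genes were shared by at least 2 tissues (shuffled mean 574) and 14 by all 6, where no shuffle gave any. From aged to old, 1424 were shared by at least 4 tissues (shuffled mean 208) and 2 by all 6 (p = 0.0025). A minimum change of 1.5-fold moved the count for at least 2 tissues most, from 9647 to 2069. At 1.5-fold the shuffled mean was 1049 and the highest shuffle 1132 (permutation p = 0.0001). From young to old, sharing by at least 2 tissues exceeded shuffles only at 1.5-fold. The 10 genes with the largest median change among those shared by all 6 tissues from young to old were Gm15446 (6.40), Gm28438 (-3.66), Ccl8 (2.70), Cxcl13 (2.68), Lrmda (2.59), Gm49980 (-2.58), Wdfy1 (-1.88), Zbp1 (1.8), Apol9b (1.75) and Cxcl10 (1.75). From young to aged, Gm15446, Gm28438, Lrmda, Gm49980 and Wdfy1 passed in all 6 tissues, Ccl8 in 5, Zbp1 in 4, Cxcl13 and Apol9b in 3 and Cxcl10 in 2.

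Pooled rhythms were shared by at least 2 tissues for 2316 genes and by all 6 for 16, 8 of which were clock genes (Arntl, Ciart, Cry1, Dbp, Npas2, Nr1d1, Per2 and Per3). In young, aged and old, 411, 248 and 235 genes were rhythmic in at least 2 tissues by edgeR, and 1, 0 and 0 in all 6. Adrenal, with 182, 0 and 6 rhythmic genes, caps the latter, so no loss with age can be read from them. An adjusted p under 0.01 moved the first count most, to 1031.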

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

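In this part the tests of depth, of GC content and length, of reads from another tissue and of a batch by carried-over shares, the block over tissues and the exchange of only the 2 ages compared were chosen after the results were seen.

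The change with age differed between the 6 tissues, by a test of the difference itself, for 16682 of 20855 genes in old against young, 4386 in aged against young and 13593 in old against aged. At an unadjusted p under 0.05 the numbers were 16917, 7219 and 14351. Libraries of different tissues with the same age and time may share mice. With age and time as a block over the tissues the counts were 16904, 4638 and 13723. When the 2 ages compared were exchanged at random within circadian times, in all 6 tissues together, 1 of 50 splits, the real one, gave as many of 1000 sampled genes in each of the 3 contrasts (792, 205 and 649 genes), so chance can be excluded. The highest count of another split was 565, 89 and 320.

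Within single tissues, the tables argue against chance for the genes changed in mean level. When only the 2 ages compared were exchanged within time points, 1 of 100 splits, the real one, gave as many in each tissue and contrast, except for old against aged in heart, where 2 of 100 did. An earlier version exchanged all 3 ages, so that its other splits held the effect of the third age. For aged against young it gave as many in 7 of 100 splits in hypothalamus and 6 in lung.

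The tables argue against several technical sources as the whole cause of the changes between old and young in each tissue. Reads from another tissue are left undecided in adrenal. At equal depth, 5197 genes passed in adrenal, 6870 in heart, 7699 in hypothalamus, 9998 in kidney, 8489 in lung and 5079 in muscle. With the trend over GC content and length removed the counts were 5300, 6264, 8554, 10995, 9926 and 6459. Without genes far higher in another tissue they were 5003, 6953, 9171, 10643, 9829 and 5630. A few genes taking most of the counts is argued against by the share of the 10 highest genes, which differed between old and young by at most 2.57 percentage points. Across genes the old minus young change correlated with GC content at 0.377 in hypothalamus, 0.331 in kidney, 0.297 in lung, 0.191 in muscle, -0.137 in heart and -0.017 in adrenal, and with transcript length at -0.420, -0.284, -0.278, -0.227, 0.393 and 0.045.

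A batch of old libraries in hypothalamus, kidney, lung and muscle may contribute. These 4 tissues had the shallow old libraries, and the old minus young changes correlated between them with a mean rho of 0.504 over 6 pairs (0.402 to 0.655), against -0.061 over the 8 pairs with adrenal or heart and 0.291 between adrenal and heart. For aged against young the mean among the 4 was 0.041, and for old against aged 0.521. Genes are not independent, so these are descriptions, and an effect of age shared by the 4 tissues would raise the same correlation. As no label gives a batch, no value within a batch can be had, and batch and old age cannot be told apart there.

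The level of genes of 1 tissue in libraries of another also moved with age. Ratios between young and old in the share, as the median over 12 libraries per age, were taken where both medians exceeded 0. The largest was 126.9 in adrenal (genes of muscle, 0.046% in young, 0.048% in aged and 5.83% in old) and 1.36 in heart (genes of adrenal). It was 41.3 in hypothalamus (genes of kidney, 0.176%, 0.055% and 0.0043%) and 2.57 in kidney (genes of adrenal). In lung it was 22.9 (genes of heart, 2.87%, 40.6% and 65.6%) and in muscle 1447 (genes of lung, 1.11%, 0.80% and 0.00077%). Means over libraries were pulled up by single libraries. In adrenal the means were 0.819%, 0.836% and 8.83%, with up to 2.97% in a young and 7.80% in an aged library. In hypothalamus they were 0.260%, 0.0770% and 0.00782%, in lung 7.03%, 46.5% and 94.0%, and in muscle 1.29%, 1.70% and 0.00224%. Pairs with a median share of 0 at 1 of these ages were heart genes in muscle (0.0738% in young, 0 in old), hypothalamus genes in heart (0 and 0.0232%) and lung genes in kidney (0 and 0.00107%). In lung, the heart value cannot be read as a share of heart RNA, as its 3 genes disagree. Means in lung and heart were 300 and 18760 CPM (Myh6), 124 and 251 (Nppa) and 89.6 and 1.78 (Myl7). These ratios could come from handling in batches or from tissue taken at dissection, and with age and handling confounded these cannot be told apart. A difference in biology between tissues as they age stays open and was not tested apart from these.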

How the results depend on the processing

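Equal depth, the removal of genes far higher in another tissue, the removal of the trend over GC content and length, the adrenal covariates, the omission of 3 hypothalamic circadian times and the omission of each circadian time in turn were chosen after the results were seen, and the other alternatives were planned. No paired analysis was possible by animal within a tissue, because the replicate number stands for the circadian time and names no animal. Pairing by time is the block by time point given below. Across tissues, libraries with the same age and time may share mice, so the test of tissue differences was also run with age and time as a block, chosen after the results were seen. It gave 16904 genes for old against young (from 16682), 4638 for aged against young (from 4386) and 13723 for old against aged (from 13593). Counts are called close when within 1.5 times the reported count, and changed genes are those changed in mean level. A count does not say whether the same genes were called.

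The median-of-ratios factors left all 18 counts of rhythmic genes, all 18 counts of genes changed in mean level and all 18 counts of genes differing in rhythm close to those reported, and so did the removal of genes far higher in another tissue. A prior count of 0.5 changed no direction and no call of amplitude or phase, and the median-of-ratios factors changed none over the rhythmic genes. None of the changes of single named genes between old and young reversed, among the 139 compared under DESeq2, the median-of-ratios factors, the absent filter and the time block, the 130 at equal depth and the 125 left without genes far higher in another tissue. Without the filter on low counts 6 of them passed the threshold that had not and 3 no longer passed it, DESeq2 added 1, and the median-of-ratios factors and the time block each lost 1, which was Col1a1 in hypothalamus and in lung respectively.

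The absence of the filter on low counts moved 14 of 18 counts of rhythmic genes, 4 of 18 of mean level and 12 of 18 of rhythm differences. Without the filter, adrenal gave 57 rhythmic genes in young (from 182) and 53 in old (from 6), and 443 changed genes for aged against young (from 706) and 170 for old against aged (from 419). Without the filter, heart gave 2666 rhythmic genes in young (from 1640), 1141 in aged (from 694) and 1963 in old (from 820), and 397 genes differing in rhythm for old against young (from 0), 367 for aged against young (from 0) and 467 for old against aged (from 0). Without the filter, hypothalamus gave 841 rhythmic genes in young (from 26), 1025 in aged (from 12) and 1589 in old (from 96), 548 changed genes for aged against young (from 197), and 1033 genes differing in rhythm for old against young (from 23), 152 for aged against young (from 0) and 1495 for old against aged (from 53). Without the filter, kidney gave 2352 rhythmic genes in young (from 1362), 1830 in aged (from 1106) and 1820 in old (from 780), and 871 genes differing in rhythm for old against young (from 0), 571 for aged against young (from 0) and 367 for old against aged (from 0). Without the filter, muscle gave 655 rhythmic genes in young (from 200), 2161 in aged (from 438) and 2030 in old (from 672), 1349 changed genes for aged against young (from 687), and 605 genes differing in rhythm for old against young (from 0), 382 for aged against young (from 0) and 2314 for old against aged (from 1102). For all of these counts the cause was not tested.

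DESeq2 in place of edgeR moved 12 counts of rhythmic genes, 4 of mean level and 9 of rhythm differences. By DESeq2, adrenal gave 1770 rhythmic genes in young (from 182) and 69 in old (from 6), 1731 changed genes for aged against young (from 706) and 1157 for old against aged (from 419), and 374 genes differing in rhythm for old against young (from 0) and 19 for old against aged (from 0). By DESeq2, heart gave 1271 rhythmic genes in old (from 820). By DESeq2, hypothalamus gave 109 rhythmic genes in young (from 26), 147 in aged (from 12) and 470 in old (from 96), 302 changed genes for aged against young (from 197), and 144 genes differing in rhythm for old against young (from 23) and 415 for old against aged (from 53). By DESeq2, kidney gave 1 gene differing in rhythm for old against aged (from 0). By DESeq2, lung gave 470 rhythmic genes in young (from 207), 329 in aged (from 142) and 495 in old (from 161), and 2 genes differing in rhythm for old against young (from 0) and 1 for old against aged (from 0). By DESeq2, muscle gave 363 rhythmic genes in young (from 200), 1206 in aged (from 438) and 1297 in old (from 672), 1082 changed genes for aged against young (from 687), and 15 genes differing in rhythm for old against young (from 0) and 1867 for old against aged (from 1102). Where edgeR gave 0 genes differing in rhythm, 76 to 3566 genes lay at an unadjusted p under 0.05. In simulated adrenal counts DESeq2 made 38 false calls of rhythm differences and of rhythm in young and 31 of mean level, where edgeR made 8, 9 and 8, and in simulated kidney 15, 32 and 24 against 3, 16 and 15. Part of the extra calls by DESeq2 in adrenal and kidney may therefore be false. The other tissues were not simulated with DESeq2. For the real counts the cause was not tested.

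A linear trend over circadian time for each age moved 6 counts of rhythmic genes and 3 of rhythm differences by edgeR. With a trend, adrenal gave 0 rhythmic genes in young (from 182; 3685 at an unadjusted p under 0.05) and 0 in old (from 6; 1354 unadjusted). With a trend, heart gave 950 rhythmic genes in young (from 1640). With a trend, hypothalamus gave 6 rhythmic genes in young (from 26) and 53 in old (from 96), and 9 genes differing in rhythm for old against young (from 23) and 15 for old against aged (from 53). With a trend, lung gave 358 rhythmic genes in old (from 161). With a trend, muscle gave 606 genes differing in rhythm for old against aged (from 1102). DESeq2 without a trend gave 1770 and 69 in these adrenal groups. Among the clock genes the trend turned the log2 amplitude ratio of hypothalamus, aged against young, to 0.057 (from -0.021) and its phase shift, old against young, to -0.74 h (from 0.33 h). It took the kidney clock phase, aged against young, to -0.80 h (from -0.83 h), where the adjusted p was 0.0527, ranging from 0.00879 to 0.0967 over all alternatives and omissions, and for all these effects of the trend the cause was not tested.

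Fitting each age by itself leaves 12 libraries per fit in place of 36, which makes the estimate of the spread less sure, and 12 of 18 counts of rhythmic genes moved. Fitted alone, adrenal gave 6 rhythmic genes in young (from 182). Fitted alone, heart gave 948 rhythmic genes in young (from 1640) and 317 in old (from 820). Fitted alone, hypothalamus gave 13 rhythmic genes in young (from 26), 4 in aged (from 12) and 0 in old (from 96; 804 at an unadjusted p under 0.05 by edgeR and 470 by DESeq2 in the joint fit). Kidney gave 171 rhythmic genes in old (from 780). Lung gave 92 in aged (from 142) and 21 in old (from 161). Muscle gave 542 in young (from 200), 163 in aged (from 438) and 32 in old (from 672).

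Blocked by time, adrenal gave 657 changed genes for old against aged (from 419) and muscle 434 for aged against young (from 687). For the block, the cause was not tested. A minimum change of 1.5-fold removes genes by its construction. At 1.5-fold, adrenal gave 2486 changed genes for old against young (from 5258) and 328 for aged against young (from 706). Heart gave 1103 for old against young (from 7098), 434 for aged against young (from 2926) and 204 for old against aged (from 3003). Hypothalamus gave 3458 for old against young (from 9366) and 2497 for old against aged (from 8179). Kidney gave 3690 for old against young (from 10963), 1075 for aged against young (from 3993) and 1953 for old against aged (from 9098). Lung gave 4341 for old against young (from 10064), 559 for aged against young (from 846) and 3332 for old against aged (from 8987). Muscle gave 1914 for old against young (from 5904), 228 for aged against young (from 687) and 1154 for old against aged (from 4922). Changed alike at 1.5-fold between old and young were 2069 genes in at least 2 tissues (from 9647), 448 in at least 4 (from 2448) and 29 in all 6 (from 82). For aged against young the numbers were 163 in at least 2 (from 796) and 27 in at least 4 (from 53), and for old against aged 1196 in at least 2 (from 7781), 231 in at least 4 (from 1424) and 0 in all 6 (from 2). An adjusted p under 0.01 left 1031 genes with a pooled rhythm in at least 2 tissues (from 2316) and 3 in all 6 (from 16), and 144 genes in young (from 411), 103 in aged (from 248) and 75 in old (from 235) in at least 2. Restricting the test of tissue differences to genes with a mean CPM of at least 1 in all 6 tissues gave 10664 genes for old against young (from 16682) and 2887 for aged against young (from 4386), out of 11739 genes tested in place of 20855. A correlation between cycles is called moved when it changed by more than the SD over the 6 tissues of that contrast (0.158 for aged against young, 0.105 for old against aged and 0.122 for old against young). A mean CPM of at least 10 moved it for old against aged to 0.703 in heart (from 0.592) and 0.859 in hypothalamus (from 0.732), and the rise in heart for aged against young to 0.723 (from 0.597) lay within that SD.

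Median log2 amplitude ratios over the rhythmic genes that lay near 0 changed sign with the choice of genes. With only genes of a pooled adjusted p under 0.001, which no adrenal gene reached, so that adrenal has no value, they were -0.068 in heart, old against aged (from 0.075), -0.10 in hypothalamus, old against aged (from 0.037), -0.085 in hypothalamus, old against young (from 0.080), -0.047 in kidney, aged against young (from 0.016), -0.040 in kidney, old against aged (from 0.011), -0.067 in kidney, old against young (from 0.060), -0.018 in lung, old against aged (from 0.15), -0.11 in lung, old against young (from 0.032), -0.050 in muscle, aged against young (from 0.058), -0.046 in muscle, old against aged (from 0.10) and -0.070 in muscle, old against young (from 0.17). With a mean CPM of at least 10 they were -0.12 in hypothalamus, old against aged (from 0.037), -0.12 in hypothalamus, old against young (from 0.080), -0.023 in kidney, old against aged (from 0.011) and -0.0042 in lung, old against young (from 0.032). With the amplitude projected on the pooled phase they were -0.020 in hypothalamus, old against aged (from 0.037) and -0.012 in lung, old against young (from 0.032). No ratio that turned had passed the threshold. The phase shift under the stricter p turned to -0.042 h in heart, aged against young (from 0.28), 0.34 h in heart, old against aged (from -0.17) and 0.25 h in heart, old against young (from -0.12). It passed the threshold at 1.12 h in hypothalamus, old against aged (from 0.25), 0.98 h in kidney, old against aged (from 0.86), -0.59 h in lung, aged against young (from -0.50), 1.16 h in lung, old against aged (from 1.05), -1.24 h in muscle, aged against young (from -1.08) and 0.87 h in muscle, old against aged (from 0.70), with adjusted p from 0.00732 to 0.0209 here and from 0.00732 to 0.925 over all alternatives and omissions. Whether gene choice or spread drove this is open, and the cause was not tested.

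Depth was made equal by thinning the 3 libraries of each time point to the lowest total. At equal depth, hypothalamus gave 4 rhythmic genes in young (from 26), 5 in aged (from 12) and 56 in old (from 96), 85 changed genes for aged against young (from 197), and 30 genes differing in rhythm for old against aged (from 53). Lung gave 511 changed genes for aged against young (from 846) and muscle 410 (from 687). The adrenal amplitude ratio, old against young, was -0.50 (from -0.52) with an adjusted p of 0.0527, which ranged from 0.0132 to 0.167 over all alternatives and omissions. Amplitude ratios near 0 turned to -0.026 in hypothalamus, old against aged (from 0.037), -0.0044 in hypothalamus, old against young (from 0.080), and -0.015 in kidney, old against aged (from 0.011). Among clock genes the hypothalamic ratio, old against aged, turned to 0.044 (from -0.046) and the hypothalamic phase, old against young, to -0.63 h (from 0.33 h). The muscle clock phase, old against young, was -1.39 h (from -1.05 h) with an adjusted p of 0.00879, which ranged from 0.00879 to 0.148 over the same. Fewer counts explain losses here by the construction of the alternative, and the cause of the turns was not tested.

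The trend over GC content and length was taken out of each library by offsets. Detrended, hypothalamus gave 78 rhythmic genes in young (from 26), 42 in aged (from 12) and 312 in old (from 96), and 62 genes differing in rhythm for old against young (from 23) and 87 for old against aged (from 53). Detrended, kidney gave 2175 rhythmic genes in young (from 1362), 1707 in aged (from 1106) and 1337 in old (from 780). Detrended, lung gave 322 rhythmic genes in young (from 207) and 280 in old (from 161). Detrended, muscle gave 339 rhythmic genes in young (from 200), and 282 genes differing in rhythm for old against aged (from 1102). In lung, aged against young, the 846 genes reported were 643 higher and 203 lower, and the 1121 genes after removal were 734 higher and 387 lower. With the levels of fat and muscle markers as covariates, adrenal gave 292 rhythmic genes in young (from 182) and 12 in old (from 6), and 3347 changed genes for old against young (from 5258), 1697 for aged against young (from 706) and 0 for old against aged (from 419). That 0 came from edgeR, with 1929 genes at an unadjusted p under 0.05, and DESeq2 without the covariates gave 1157. Without circadian times 46, 50 and 58, hypothalamus gave 363 rhythmic genes in young (from 26), 1106 in aged (from 12) and 4 in old (from 96), 4705 changed genes for old against aged (from 8179), and 76 genes differing in rhythm for old against young (from 23) and 520 for old against aged (from 53). Of the detrended counts, the covariate counts and the rises without 3 times, the cause was not tested.

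Each circadian time, with its 3 libraries, was left out in turn, and values are given from lowest to highest with the time left out. Of these counts of rhythmic genes 78 moved by over 1.5 times. Rhythmic genes of adrenal ran from 0 (without 34) to 9 (without 22) in old and 0 (without 22) to 621 (without 50) in young. Rhythmic genes of heart ran from 422 (without 26) to 672 (without 46) in aged, 448 (without 54) to 983 (without 46) in old and 868 (without 58) to 2272 (without 22) in young. Rhythmic genes of hypothalamus ran from 4 (without 54) to 332 (without 46) in aged, 14 (without 58) to 466 (without 22) in old and 2 (without 26) to 23 (without 46) in young. Rhythmic genes of kidney ran from 684 (without 34) to 1305 (without 18) in aged, 428 (without 54) to 1948 (without 18) in old and 881 (without 42) to 1569 (without 46) in young. Rhythmic genes of lung ran from 80 (without 50) to 172 (without 22) in aged, 49 (without 38) to 635 (without 50) in old and 123 (without 62) to 237 (without 46) in young. Rhythmic genes of muscle ran from 193 (without 26) to 1820 (without 54) in aged and 252 (without 26) to 995 (without 58) in old. The adrenal zeros are from edgeR, with 3650 genes in young and 1204 in old at an unadjusted p under 0.05.

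Of the counts of genes changed in mean level 26 moved when a circadian time was left out. Changed genes of adrenal ran from 261 (without 42) to 1546 (without 54) for aged against young and 0 (without 26) to 1027 (without 30) for old against aged. Changed genes of heart ran from 1561 (without 50) to 3821 (without 30) for aged against young and 1472 (without 38) to 3288 (without 62) for old against aged. For aged against young, kidney ran from 2655 (without 58) to 5019 (without 30) and lung from 446 (without 58) to 957 (without 30). Muscle there ran from 399 (without 34) to 1411 (without 54). The adrenal 0 is from edgeR, with 3690 genes at an unadjusted p under 0.05. Of the counts of rhythm differences 29 moved. Rhythm differences of heart ran from 0 to 1 (without 54) for old against aged. Rhythm differences of hypothalamus ran from 0 (without 26) to 292 (without 46) for old against aged and 0 (without 26) to 74 (without 34) for old against young. Rhythm differences of lung ran from 0 to 1 (without 62) for old against aged and 0 to 1 (without 62) for old against young. Rhythm differences of muscle ran from 0 (without 62) to 2062 (without 54) for old against aged. At an unadjusted p under 0.05 edgeR gave 1408 and 2229 genes in hypothalamus without circadian time 26, for old against young and old against aged, and 2270 in muscle without 62, and DESeq2 on all times gave 144, 415 and 1867. Beyond the loss of 3 libraries the cause was not tested.

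Over the rhythmic genes, median log2 amplitude ratios and phase shifts in hours moved as follows when a circadian time was left out. Amplitude ratios of adrenal ran from -1.08 (without 46) to -0.80 (without 54) for aged against young and -0.61 (without 26) to -0.39 (without 62) for old against young. Amplitude ratios of heart ran from -0.39 (without 26) to -0.27 (without 58) for aged against young. Amplitude ratios of hypothalamus ran from -0.21 (without 22) to 0.12 (without 42) for aged against young and -0.15 (without 46) to 0.31 (without 22) for old against aged. Amplitude ratios of kidney ran from -0.044 (without 46) to 0.084 (without 58) for aged against young and -0.030 (without 42) to 0.17 (without 46) for old against aged. Amplitude ratios of lung ran from -0.020 (without 38) to 0.13 (without 50) for old against young. Amplitude ratios of muscle ran from -0.0037 (without 22) to 0.12 (without 46) for aged against young. Phase shifts of heart ran from -0.0063 (without 26) to 0.58 (without 50) for aged against young, -0.58 (without 38) to 0.13 (without 26) for old against aged and -0.48 (without 38) to 0.27 (without 50) for old against young. Phase shifts of hypothalamus ran from -0.52 (without 42) to 0.48 (without 62) for aged against young and -0.20 (without 50) to 0.47 (without 26) for old against aged. Phase shifts of kidney ran from -1.28 (without 38) to -0.88 (without 62) for aged against young, 0.66 (without 26) to 1.05 (without 62) for old against aged and -0.62 (without 38) to 0.12 (without 62) for old against young. Phase shifts of lung ran from 0.89 (without 54) to 1.19 (without 46) for old against aged. Phase shifts of muscle ran from -1.41 (without 46) to -0.84 (without 22) for aged against young. The adrenal ratio, aged against young, no longer passed the threshold in 6 of 12 omissions and the one for old against young in 5 of 12, with adjusted p from 0.0176 to 0.105 and from 0.0176 to 0.167. The kidney shift, aged against young, no longer passed it in 8 of 12, with adjusted p from 0.0264 to 0.105. Other values passed it in 1 omission each. These were the amplitude ratios of heart, aged against young (-0.39 without 26, adjusted p 0.0352) and kidney, old against aged (0.17 without 46, 0.0410), and the phase shifts of lung, old against aged (1.19 h without 46, 0.0469), muscle, aged against young (-1.41 h without 46, 0.0264) and kidney, old against aged (1.05 h without 62, 0.0440). Here as well the cause was not tested.

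For the clock genes, with log2 amplitude ratios and phase shifts in hours as before, each gene was also left out in turn. Clock amplitude of adrenal ran from -1.40 (without 38) to -0.77 (without 34) for aged against young and 0.63 (without 54) to 1.31 (without 38) for old against aged. Clock amplitude of heart ran from -0.083 (without 38) to 0.026 (without 58) for aged against young and -0.32 (without 38) to -0.18 (without 34) for old against young. Clock amplitude of hypothalamus ran from -0.089 (without 54) to 0.079 (without 58) for aged against young, -0.33 (without 38) to 0.19 (without 34) for old against aged and -0.31 (without 38) to 0.070 (without 46) for old against young. Clock amplitude of kidney ran from -0.082 (without 34) to 0.017 (without 58) for aged against young. Clock amplitude of lung ran from -0.32 (without 38) to -0.20 (without 50) for old against young. Clock amplitude of muscle ran from -0.064 (without 58) to 0.14 (without 42) for old against aged and -0.26 (without 22) to 0.021 (without 62) for old against young. Clock phase of adrenal ran from -0.80 (without 42) to 0.24 (without 54) for old against young. Clock phase of heart ran from -1.0 (without 26) to -0.55 (without 30) for aged against young. Clock phase of hypothalamus ran from -1.01 (without Arntl) to 0.88 (without 62) for old against aged and -0.72 (without 46) to 0.75 (without 62) for old against young. Clock phase of kidney ran from -1.07 (without 26) to -0.69 (without 50) for aged against young and -0.018 (without 38) to 0.19 (without 58) for old against young. Clock phase of lung ran from -0.84 (without 18) to -0.58 (without 54) for aged against young, 0.61 (without 54) to 0.86 (without 18) for old against aged and -0.067 (without 22) to 0.20 (without 46) for old against young. Clock phase of muscle ran from -1.56 (without 38) to -0.93 (without 54) for aged against young, -0.38 (without 42) to 0.22 (without Cry2) for old against aged and -1.34 (without 22) to -0.92 (without 46) for old against young. The kidney shift, aged against young, failed the threshold in 4 of 29 omissions (adjusted p 0.0176 to 0.0967), and the one for old against aged in none (0.00879 to 0.0410). The shifts just above the threshold passed it in 17 of 29 omissions for lung, aged against young (0.0117 to 0.148), 11 for lung, old against aged (0.0205 to 0.230), 14 for muscle, aged against young (0.0205 to 0.171), 17 for muscle, old against young (0.0117 to 0.148), and 4 for heart, aged against young (0.0389 to 0.389). The amplitude ratios, old against young, passed it in 12 of 29 for lung (0.0176 to 0.369) and 3 for heart (0.0352 to 0.534). In adrenal the ratios for aged against young and old against aged each passed it in 1 of 29 (-1.40 and 1.31 without 38, adjusted p 0.0352 each). Whether single genes or times drive these calls beyond the omissions listed is open, and the cause was not tested.

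The old libraries of hypothalamus, kidney, lung and muscle were shallow. Their median totals were 6.38, 11.8, 9.24 and 8.62 M (mega, the SI prefix) counts, against 26.8, 22.6, 23.5 and 18.9 M in young. In simulated counts with the real means and totals, edgeR recovered 30%, 51%, 26% and 31% of rhythms of log2 amplitude 0.5 lost in old in these 4 tissues, and 69%, 76%, 68% and 78% of those of amplitude 1. In heart it recovered 53% and 86%, and in adrenal, where the median totals were 18.8, 18.2 and 18.4 M at the 3 ages, 28% and 55%. Weak differences in rhythm can therefore go undetected in all 6 tissues. Depth was not varied in these simulations, so they do not show what part depth has in this.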

Other observations

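Chosen after the results were seen were the exchange of only the 2 ages compared, with mean levels held or not, the tests of depth and batch for rhythm differences, the omission of time points, the levels of fat and muscle as covariates, the removal of the trend over GC content, and the tests of a clock shift that lasts over both cycles, of lung genes in muscle, of neighbouring genes and of a change that goes on from aged to old for the 14 shared genes, and of the labels of the aged adrenal libraries by the shift of the first cycle.

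Genes differing in rhythm were called in 3 comparisons. The 2 ages compared were exchanged within time points, with each age's mean level held so that a change in mean could not turn into a rhythm. In muscle, old against aged, 3 of 100 splits gave as many as 1102. In hypothalamus 2 of 100 gave as many as 53 for old against aged, and 1 as many as 23 for old against young. The highest other splits gave 1356, 2651 and 16. Chance is argued against only with the means held, as 15, 25 and 12 of 100 gave as many without it. Exchanging all 3 ages, tried first, gave 1 and 6 of 100 in the 2 hypothalamic comparisons. In the other 15 comparisons edgeR called 0 genes, with 76 to 3566 at an unadjusted p under 0.05 and 0 to 374 called by DESeq2, and with a count of 0 all 100 of 100 splits give as many whatever the data, so the splits say nothing there.

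A single time point is a candidate source of each of these counts. The lowest count with 1 time point left out was 0 in muscle (without 62, whose old library holds 3.60 M counts and lies -9.00 h from its label) and 0 in hypothalamus for both contrasts (without 26, and for old against young without 50 too, and for old against aged without 54 too). In muscle 3 genes were called without 26, 144 without 30, 154 without 50 and 2062 without 54. For old against aged in hypothalamus 16 were called without 18, 162 without 22, 5 without 30, 100 without 34, 84 without 38, 8 without 42, 292 without 46, 1 without 50, 3 without 58 and 15 without 62, and for old against young 74 without 34, 45 without 46, 14 without 54 and 4 without 58. DESeq2 on all times gave 1867, 415 and 144. Depth is argued against as the whole cause, since 951, 30 and 23 genes passed at equal depth. A batch of old libraries cannot be told apart from old age, with carry-over ratios of 1447 in muscle and 41.3 in hypothalamus.

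Young and aged hypothalamic libraries at circadian times 46, 50 and 58 may be mixed with each other. Gm15446 in young was 2.53, 5.01 and 6.36 CPM there and 0.142 to 1.56 at the other times, and Wdfy1 in aged was 49.4, 63 and 60.8 against 20.2 to 33.9. These genes were chosen after their values were seen. In 8 other genes of the 14 shared by all tissues, the median log2 difference between aged and young was 0.817, 0.211 and 0.424 at these times, so the largest there was 0.817, below the lowest of the other 9 times (0.997). Without these times hypothalamus gave 363 rhythmic genes in young, 1106 in aged and 4 in old. No biological explanation was tested.

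In the adrenal libraries labelled aged, the clock genes of the first cycle peaked 7.64 h later than in young. A shift with age over both cycles is argued against by -1.96 h in the second (0 of 17 genes later). Fat or muscle in the gland is argued against too (7.59 h with their levels taken out). Mislabelled samples may explain it. In young and old adrenal, 100 genes without rhythm correlated with the other tissues of the same label (mean r 0.172, p 0.00067, and 0.247, p 1e-05, the smallest that 100000 orders can give; one-sided permutation). For the first cycle of the libraries labelled aged it was 0.0727 (p 0.321) and for the second 0.264 (p 0.0506). With the labels of the first cycle turned by 8 h it was 0.159 (exact p 0.0708 of 720 orders), the highest of 6 turns, where the others ran from -0.045 to 0.0727. With 6 libraries, a wrong label and a change limited to the mice of the first cycle cannot be told apart.

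Muscle in the dissected gland may explain part of the adrenal results. Markers of muscle were higher in old adrenal by 4.69 on the log2 scale and those of fat differed by -0.27. With both as covariates 774 genes had a pooled rhythm in place of 199, the coefficient of variation fell from 0.373 to 0.337, and 3347 genes changed between old and young in place of 5258. Age as a direct source of the rest stays open as untested.

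Reads from lung are a candidate source of the lung genes seen in young and aged muscle. Over 14 genes high in lung and low in the other tissues, the median share of the lung level was 0.426% in young, 0.543% in aged and 0.0015% in old muscle. The ratio of the upper to the lower quartile of these shares was 1.32 in aged and 1.25 in young, as one source would give. The first test set, the highest over the lowest share with a limit of 10, gave 8.93 in young and was exceeded in aged (13.6), by single genes, and the quartiles were chosen after that. Whether the reads came from dissection, handling or sequencing was not tested.

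A total of 14 genes changed alike in all 6 tissues between young and aged. Lower in aged were Gm28438 (median log2 change -2.59), Gm49980 (-2.42), Wdfy1 (-1.54), Tmem181b-ps (-1.36), Dynlt1b (-1.32), Gm43305 (-1.31), Nnt (-1.11), Dynlt1-ps1 (-0.72) and Efcab7 (-0.70), and higher were Gm15446 (6.43), Lrmda (2.28), Tmem267 (1.12), Fgfbp3 (0.97) and Ide (0.86). Those outside the naming rule were chosen after their values were seen. The genes came as neighbours in 3 pairs within 5 genes (Nnt and Tmem267, Dynlt1b and Tmem181b-ps, Fgfbp3 and Ide, in the gene order of GRCm38, 12 of 14 placed), where random sets gave a mean of 0.0529 and at most 2 pairs (p 0.0001, the smallest that 10000 sets can give). A strain or donor variant that differs between young mice and the others may therefore be the source. A change that goes on with age is argued against, as the change from aged to old was a median of 0.0456 of that from young to aged (-0.52 in Dynlt1-ps1 to 0.51 in Gm28438, the exception, with a median of -1.31 from aged to old), and so are depth (13 genes at equal depth, all among the 14) and GC content (15 genes with the trend removed, 14 of them shared). An effect of age complete by 18 months stays open as untested, since stock and age cannot be separated without genotypes. Sequence shared by gene copies, as in Dynlt1b and Dynlt1-ps1, was not tested.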
